A study of Mus musculus with 6 samples.

How the data were processed

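RNA was sequenced from the ganglionic eminences of mouse embryos at E13.5 (embryonic day). The ganglionic eminences are the swellings of the ventral embryonic forebrain from which striatal projection neurons and cortical interneurons arise. There were 6 libraries, 3 from embryos lacking both Dlx1 and Dlx2 and 3 from wild-type littermates. Per the labels' protocols, tissue was frozen, total RNA was extracted with a DNase step, and libraries were made with a stranded total RNA kit that depletes ribosomal RNA. Such libraries also contain unspliced and non-polyadenylated transcripts.

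The authors deposited a single table of whole-number read counts per gene, with an Ensembl gene identifier and a symbol for each gene and a column per library. The name of the deposited table of counts refers to featureCounts, a program that assigns aligned reads to annotated exons. The aligner, the genome build, the annotation release, the program versions and the strand, pairing and multi-mapping settings were not stated in the labels or the table. No library was pooled with another in the deposited counts, and the counts were not normalised. All columns of per-library values in the table were used.

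The table held 55416 genes, of which 1492 had no symbol. Total counts ranged from 56618090 to 70114173 per library. A count of 3, taken as the smallest a library can show, corresponded to between 0.0428 and 0.053 CPM, the read count scaled by library size. These floors cover counting error only, because reads were counted without molecular identifiers and are not independent molecules. The table has no coordinates, so none are given. Gene length, GC content, gene order and exon overlaps came from the mouse GENCODE M21 annotation, which is not known to be the authors' release. Of the table's identifiers, 94% were found in it, and 98.7% of the tested genes had a length and a GC content. Overlaps on the opposite strand are stated where they apply, since it is not known whether counting used strand, and the counts of such genes are uncertain.

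Groups and replicate numbers were taken from the sample titles. Genes were filtered with filterByExpr in edgeR 4.0.16 with its default minimum count of 10 and minimum total count of 15, which left 23628 genes. Libraries were scaled by the trimmed mean of M values (TMM). Differences were tested with edgeR's quasi-likelihood test, with a prior count of 0.125 for log2 fold changes and Benjamini-Hochberg adjustment, in R 4.3.3. A gene was called different at an adjusted p under 0.05. Standard errors (SE) were derived from the fitted coefficient divided by the square root of the F statistic. CPM values of single genes other than Xist are TMM-normalised. They are given as mean ± SD over the 3 libraries of a group, or per library where so stated. The levels of Xist and of the summed Y-linked genes were scaled by total count alone, and are given as ranges over libraries. For genes whose wild-type counts were all at or under 3, the fold is a lower bound against that floor.

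There were 6 gene sets with 124 genes in all: Notch pathway, oligodendrocyte lineage, GABAergic and interneuron, striatal projection neuron, ventral progenitor and cortical excitatory. They were tested with camera, a two-sided competitive test in limma 3.58.1 that asks whether a set's genes rank higher or lower than the other genes, with adjustment over the 6 sets. The value given for a set is the mean log2 fold change of its genes. Its p-values rest on a preset correlation between genes of 0.01. A version with the correlation estimated from the data was added after the data had been seen, and is given beside it.

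The groups, the main design, the 6 sets and the other settings to be tried were fixed before the data were examined. The genes named in the text were those fixed by a rule: Dlx1 and Dlx2, the 8 largest increases and the 8 largest decreases among called genes with a mean of at least 1 CPM and no overlap between groups, and the called genes of each set with the largest changes. Naming up to 8 genes per set was decided after values had been seen, at a number that included Notch1. Some genes that met the rule are not reported here. Gad1, Gad2, Prox1, Npy, Nkx2-1, Isl1, Dlx1as, Hes1, Mki67, Dtx1, Lhfpl3, Myt1 and Rn18s were named after their values were seen. The neighbours of Dlx1 and Dlx2 and the genes apart from a shared cortical shift, in the closing section, were also named after their values were seen.

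The labels give replicate numbers 1 to 3 in both groups but do not say that same-numbered embryos were littermates, so the main model had no pairing term. The pairing was checked by correlating the deviations of same-numbered libraries from their group means. A model with the replicate number as a block is reported beside the main result. The alternatives were size factors from DESeq2 within edgeR, total count scaling, DESeq2 1.42.0, limma-voom, no filter, a filter at a mean of 1 CPM, the replicate block, a per-library loess correction on GC content and length with and without the block, Y-linked expression as a covariate, each of the 6 libraries left out in turn, stricter thresholds, the rotation test fry for the sets, and the GABAergic set without Dlx5, Dlx6 and Dlx6os1.

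The tests were checked on simulated counts of 23194 genes drawn from the observed means, dispersions and library sizes, with 200 genes changed by known folds. The changed genes had a mean of at least 1 CPM, and each changed at least 2-fold. Of the 634 genes called in the real data, 180 changed at least 2-fold, so the recovery below does not describe smaller changes. The edgeR test recovered 184 of them (92%), and 18 of its 202 calls (8.91%) were false. Its version with the replicate block recovered 171, with 18 false calls. DESeq2 recovered 189 with 66 false among 255 calls (25.9%), and limma-voom recovered 181 with 15 false among 196. The counts were a single draw from dispersions that edgeR had estimated, without differences between replicate numbers. The shares of false calls may therefore differ in the real data, and the version with the block was not tested where a block is present.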

Results

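Gene expression was measured by total RNA sequencing in the ganglionic eminences of mouse embryos at E13.5 (embryonic day). The 3 double knockout embryos lacked Dlx1 and Dlx2, neighbouring genes for homeodomain transcription factors of the ventral forebrain, and were compared with 3 wild-type littermates. The title of the study names a relation between DLX factors and Notch signalling in neural cell fate, so the comparison asked which genes, and Notch pathway and cell lineage genes in particular, differed without Dlx1 and Dlx2. Total counts were 58757847, 64775527 and 65505682 in wild-type replicates 1 to 3 and 63583483, 56618090 and 70114173 in double knockout replicates 1 to 3.

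No libraries held identical counts, and the difference between every pair exceeded sampling noise. Within groups, the chi-square statistic per gene was between 13.2 and 36.7, and Pearson's r of log2 CPM across genes was between 0.9878 and 0.9892. Between groups the chi-square statistic per gene was between 31.96 and 62.27, and r was between 0.9843 and 0.9893. Both ranges overlapped those within groups. The overlap in chi-square came from double knockout replicate 3, at 36.74 and 30.04 against double knockout replicates 1 and 2, which were at 13.24 against each other. Without that library the values were 13.24 to 21.88 within groups and 31.96 to 42.23 between groups. The overlap in r remained, with wild-type replicate 3 and double knockout replicate 1 at 0.9893. The first principal component carried 31.0% of the variance and separated the genotypes, with wild-type scores from -38.8 to -17.3 and double knockout scores from 21.1 to 32.9. The labels gave no batch or sex. Xist, which is transcribed from the inactive X chromosome, was at 1234 to 1552 CPM in wild-type replicates 2 and 3 and double knockout replicate 1. In the other libraries it was at 0.119 to 0.827 CPM, and the summed Y-linked genes were at 206.5 to 213.9 CPM there. Both patterns thus occurred in both genotypes. Each pattern had a single library in one genotype, too few to repeat the comparison within it. The 10 most counted genes took 6.03% to 6.73% of counts in the wild type and 5.68% to 5.85% in the double knockout, without overlap. One of them, the ribosomal RNA gene Rn18s, took 0.862% to 1.62% in the wild type and 0.614% to 0.824% in the double knockout, also without overlap. The shares of the other 9 overlapped, at 5.06% to 5.17% and 4.85% to 5.23%. The summed CPM of blood marker genes overlapped between groups, at 107.2 to 133.0 in the wild type and 100.2 to 154.1 in the double knockout.

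The targeted genes were examined first. Dlx1 (ENSMUSG00000041911) was at 438.9 ± 6.12 CPM (SD, n = 3) in the wild type and 81.6 ± 10.8 CPM (SD, n = 3) in the double knockout. Its 3 double knockout libraries held 4861, 4373 and 6523 reads of Dlx1, against 25430, 28650 and 28028 in the wild type. The log2 fold change was -2.43 (SE 0.0905), with an adjusted p of 5.49e-06 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Dlx2 (ENSMUSG00000023391) was at 295.7 ± 16.1 CPM in the wild type and 8.68 ± 1.99 CPM in the double knockout, with 487, 436 and 762 reads left. Its log2 fold change was -5.09 (SE 0.15), with an adjusted p of 2.59e-06 in the same edgeR test. All 3 double knockout libraries were below all 3 wild-type libraries for both genes, so no library went against its label. The remaining level was 18.6% ± 2.46 of the wild-type mean for Dlx1 and 2.94% ± 0.674 for Dlx2. Exons of Dlx1 overlap the antisense gene Dlx1as in GENCODE M21, so reads could have been exchanged between them if counting ignored strand. Dlx1as had a log2 fold change of -2.11 (SE 0.0895). With the replicate number as a block, the log2 fold changes were -2.44 for Dlx1 and -5.11 for Dlx2. Same-numbered libraries had a mean correlation of -0.0233 in their deviations over all tested genes, and of 0.128 over the 16482 genes with a mean of at least 1 CPM without Xist and Y-linked genes. Across 16 alternative settings the log2 fold change ranged from -2.54 to -2.37 for Dlx1 and from -5.29 to -4.99 for Dlx2.

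**Figure D1:**
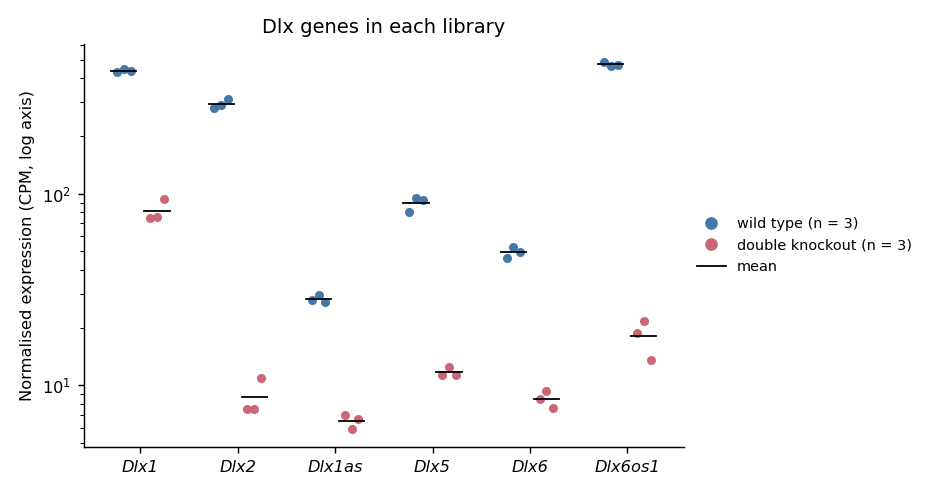
Normalised expression (CPM, log axis) of 6 genes of the Dlx family and its antisense transcripts in each library, with wild type in blue and double knockout in red (n = 3 each) and black lines at the means. Every double knockout library lies below every wild-type library for each gene, and Dlx1 keeps 18.6% of its wild-type mean while Dlx2 keeps 2.94%.

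Of 23628 tested genes, 634 (2.68%) differed between the genotypes at an adjusted p under 0.05 in edgeR's quasi-likelihood test, 317 higher and 317 lower in the double knockout. The median absolute log2 fold change of these genes was 0.65, and 180 of them changed at least 2-fold, 77 upward and 103 downward. An unadjusted p under 0.05 was found for 3149 genes, where 1181 were expected by chance. The biological coefficient of variation between replicates was 13.4%. The 2 groups did not overlap for any of the 634 genes, and did not overlap for 19.5% of all tested genes, where chance gives 10%. Scaling by total count called 646 genes with 60.4% higher, in place of 50% higher. Requiring an absolute log2 fold change of at least 1 as well left 180 genes. At the unchanged threshold, DESeq2 called 1162 genes, and 309 were called without wild-type replicate 1. With Y-linked expression as a covariate, 358 genes were called, of which 352 were among the 634. With the replicate block, 690 genes were called, 329 higher and 361 lower, and 560 were shared with the 634. Adding the GC content and length correction to the block gave 841. The pairing check behind the block was the correlation of -0.0233 over all tested genes and 0.128 over the genes with a mean of at least 1 CPM.

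**Figure D2:**
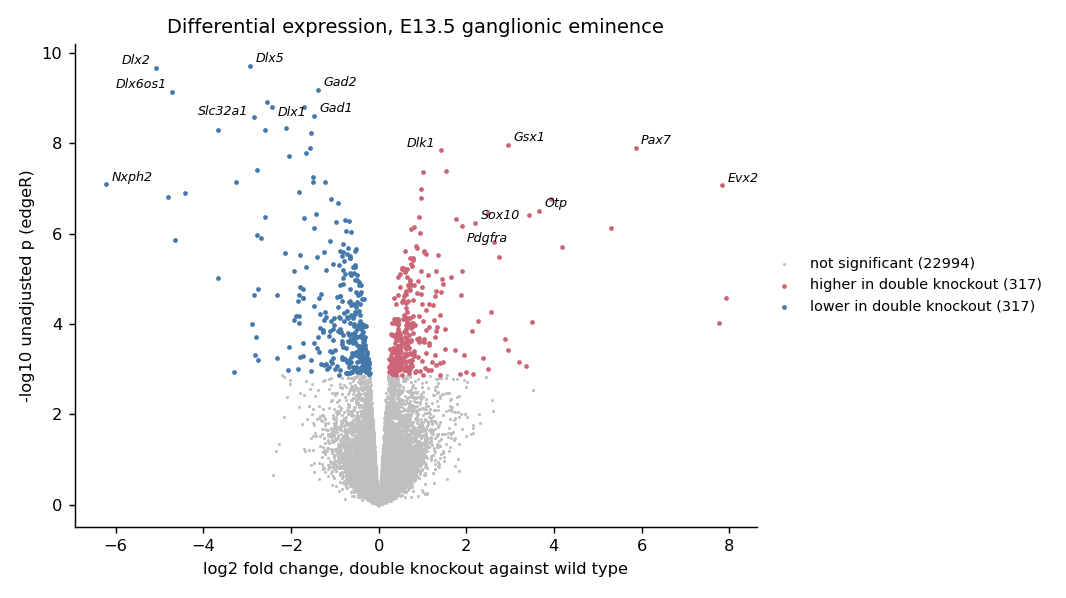
Log2 fold change of each of 23628 genes in the double knockout against the wild type (x axis) and -log10 of its unadjusted p in edgeR (y axis). Red points are the 317 genes higher and blue points the 317 genes lower at an adjusted p under 0.05, grey points are not significant, and Dlx2 and Evx2 lie far to the left and right.

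Among called genes with a mean of at least 1 CPM, the 8 with the largest increases all encode transcription factors. Evx2 (ENSMUSG00000001815) had 0 to 2 reads in the wild-type libraries and 163 to 224 in the double knockout, and was at least 56.7-fold higher at 2.90 ± 0.363 CPM. Pax7 (ENSMUSG00000028736) rose from 0.167 ± 0.0782 to 9.80 ± 1.61 CPM, with a log2 fold change of 5.87 (SE 0.282) and an adjusted p of 1.89e-05 in the edgeR test. Tfap2b rose from 0.0828 ± 0.0764 to 3.26 ± 0.608 CPM, with wild-type counts of 2 to 10. Otp (ENSMUSG00000021685) reached the highest level of the 8, 118.4 ± 4.78 CPM against 9.44 ± 3.63 CPM, with a log2 fold change of 3.65 (SE 0.257). Gsx1 (ENSMUSG00000053129) rose from 5.14 ± 0.325 to 39.6 ± 7.38 CPM, with a log2 fold change of 2.95 (SE 0.138) and an adjusted p of 1.84e-05 in the edgeR test. The log2 fold changes of Pax5, Msx3 and Hmx3 were 3.93, 3.43 and 2.63. The counts of Pax5 are uncertain, since 2 genes overlap it on the opposite strand. All 8 increases remained called with the replicate block and with each of the 6 libraries left out.

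**Figure D3:**
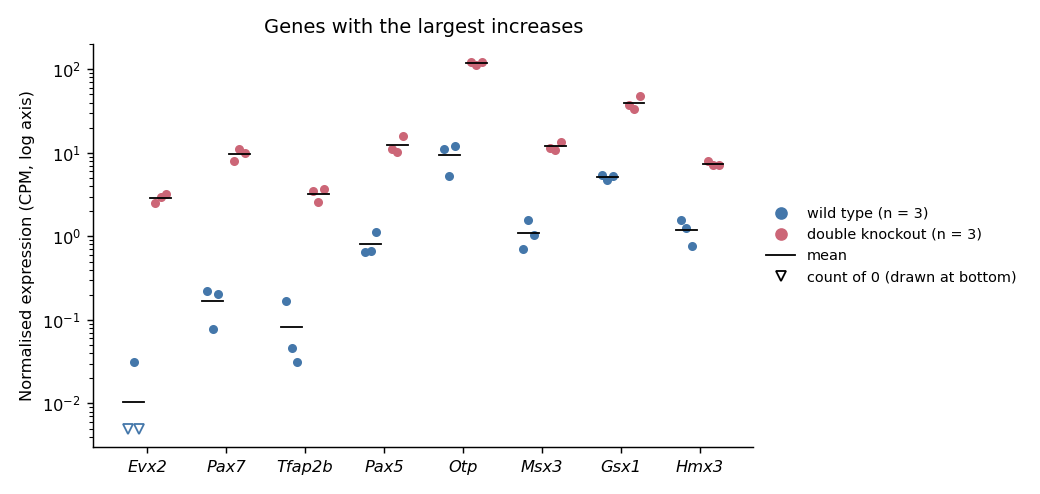
Normalised expression (CPM, log axis) in each library of the 8 genes with the largest increases, with wild type in blue and double knockout in red (n = 3 each), black lines at the means and open triangles at the bottom for counts of 0. The double knockout libraries lie above the wild-type libraries for all 8 genes, and Otp reaches 118.4 CPM.

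By the same criteria, the largest decrease was that of Nxph2 (ENSMUSG00000069132), from 3.24 ± 0.895 to 0.0404 ± 0.0208 CPM. Its log2 fold change was -6.22 (SE 0.376), with an adjusted p of 7.18e-05 in the edgeR test, and 1 to 4 reads remained in each double knockout library. Dlx2 followed. The unnamed gene model Gm44094 fell from 9.89 ± 2.03 to 0.356 ± 0.161 CPM. Genes of the Dlx5 and Dlx6 locus made up 3 of the 8 largest decreases. Dlx6os1 (ENSMUSG00000090063) fell from 473.0 ± 11 to 18.03 ± 4.15 CPM, with a log2 fold change of -4.71 (SE 0.161) and an adjusted p of 4.39e-06 in the edgeR test. Dlx5 (ENSMUSG00000029755) fell from 89.3 ± 8.27 to 11.7 ± 0.71 CPM, with a log2 fold change of -2.93 (SE 0.0854). Dlx6os2 had a log2 fold change of -4.42, but its exons overlap Dlx6 on the opposite strand. Dlx6os1 overlaps a second gene identifier of the same symbol, and Gm27905 and Gm27699 on the opposite strand. The counts of Dlx6os1 and Dlx6os2 are uncertain for these reasons. Aldh1a3, which encodes a retinoic acid synthesising enzyme, fell from 8.16 ± 0.562 to 0.641 ± 0.106 CPM, and Cntnap3 from 7.58 ± 1.38 to 0.798 ± 0.117 CPM. The 8 decreases remained called with the replicate block and in each fit without a library.

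Of the 124 genes in the 6 sets, 62 differed after edgeR's adjustment over all tested genes, 31 higher and 31 lower, and 85 differed when adjustment was over the list alone. With the replicate block these numbers were 65 and 99. The Notch pathway set was higher, with a mean log2 fold change of 0.357 over 28 genes (0.354 with the block). Its adjusted p in camera from limma was 3.29e-22 with the preset correlation (5.40e-23 with the block) and 0.00315 with the estimated correlation. The oligodendrocyte lineage set was higher by 0.635 over 16 genes (0.623 with the block), with adjusted p of 4.25e-16, 4.80e-16 and 0.00295 in the same 3 limma camera tests. The ventral progenitor set of 20 genes had a mean of 0.434 (0.430 with the block), with adjusted p of 4.25e-16, 5.71e-20 and 0.0345 in limma's camera. The GABAergic and interneuron set was lower, with a mean of -1.04 over 26 genes (-1.05 with the block) and limma camera adjusted p of 2.08e-115, 1.96e-112 and 8.10e-05. The mean was -0.735 without Dlx5, Dlx6 and Dlx6os1. The striatal projection neuron set of 19 genes had a mean of -0.938 (-0.943 with the block), with limma camera adjusted p of 5.01e-42, 2.97e-49 and 0.00173. The cortical excitatory set of 15 genes had a mean of -0.244 (-0.251 with the block), with limma camera adjusted p of 3.06e-05, 6.83e-05 and 0.0135. The pairing check for the block was -0.0233 over all tested genes and 0.128 over the more expressed ones.

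**Figure D4:**
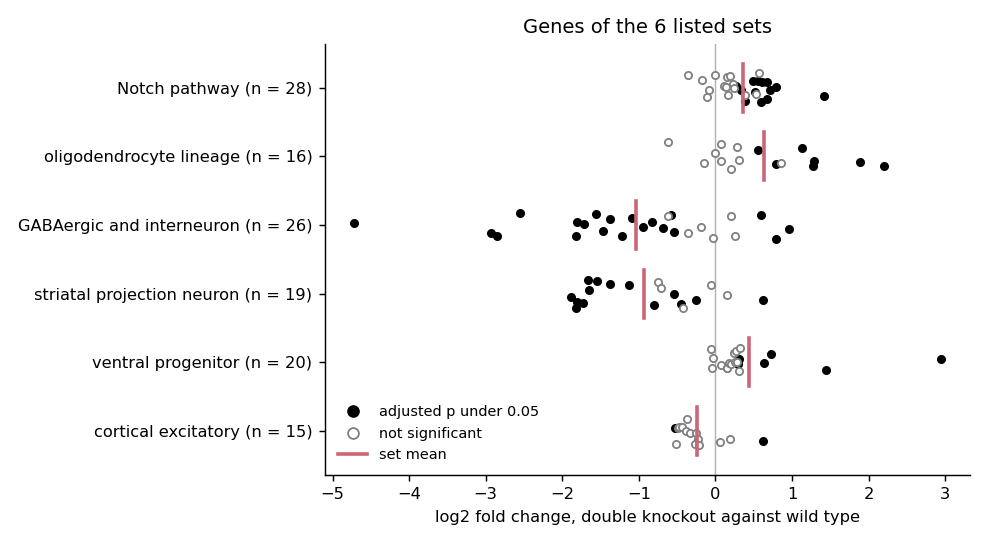
Log2 fold change in the double knockout against the wild type (x axis) of each gene in the 6 sets, with filled points at an edgeR adjusted p under 0.05, open points for the other genes and red lines at the set means. The means of the GABAergic and striatal sets are -1.04 and -0.938, and those of the Notch and oligodendrocyte sets 0.357 and 0.635.

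Within the Notch set, 13 of 28 genes were called and all 13 were higher. With edgeR's p adjusted over the list alone, 18 were higher and 1, Dtx1, was lower, with a log2 fold change of -0.35. Dlk1, a ligand-like gene of the pathway, changed most, from 56.1 ± 2.15 to 149.6 ± 13.1 CPM, with a log2 fold change of 1.42 (SE 0.0687) and an adjusted p of 2.02e-05 in the edgeR test. The ligand genes Dll3 and Dll1 had log2 fold changes of 0.79 (SE 0.076) and 0.71 (SE 0.0794). The target gene Hes5 rose from 24.0 ± 1.94 to 38.5 ± 2.95 CPM, with an adjusted p of 0.00401 in edgeR. The receptor gene Notch1 rose from 335.7 ± 21.8 to 506.1 ± 50.7 CPM, with a log2 fold change of 0.59 (SE 0.0828) and an adjusted p of 0.00747 in edgeR. Hes1 did not pass the threshold, at 15.1 ± 0.443 and 16.8 ± 1.09 CPM, with an edgeR adjusted p of 0.467. Lfng, Nrarp and Maml2 had log2 fold changes between 0.56 and 0.67. Lfng lost significance with the Y-linked covariate, without wild-type replicate 1 or 2 and without double knockout replicate 1 or 2. Maml2 lost it with the Y-linked covariate, without any 1 of the wild-type replicates and without double knockout replicate 1. Their highest adjusted p were 0.127 and 0.128, in the edgeR fits without wild-type replicate 1. Other genes overlap Dll1, Hes5, Nrarp and Notch1 on the opposite strand and Maml2 on the same strand, so their counts are uncertain.

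In the oligodendrocyte lineage set, 7 of 16 genes were called, all higher. With adjustment over the list alone, 8 were higher and 2, Lhfpl3 and Myt1, were lower, with log2 fold changes of -0.61 and -0.15. Sox10 rose from 1.38 ± 0.022 to 6.34 ± 1.19 CPM, with a log2 fold change of 2.20 (SE 0.167) and an adjusted p of 2.87e-04 in the edgeR test. Pdgfra, the receptor gene that marks oligodendrocyte precursors, rose from 10.9 ± 1.99 to 40.4 ± 5.72 CPM, with a log2 fold change of 1.89 (SE 0.146) and an adjusted p of 3.29e-04 in edgeR. The log2 fold changes of Bcas1, Gpr17, Olig1, Olig2 and Ptprz1 were 1.29, 1.28, 1.13, 0.80 and 0.56. Olig2 lost significance without wild-type replicate 1 or 2, and Bcas1 without wild-type replicate 2 or 3 or double knockout replicate 1. Their highest edgeR adjusted p were 0.0523 and 0.0704. Opposite-strand genes overlap Pdgfra, Bcas1, Gpr17 and Olig1, and a same-strand gene also overlaps Pdgfra. Their counts are uncertain.

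Of the 26 GABAergic and interneuron genes, 17 were lower and 3 higher. Slc32a1, which encodes the vesicular GABA transporter, fell from 40.3 ± 2.06 to 5.58 ± 0.85 CPM, with a log2 fold change of -2.85 (SE 0.113) and an adjusted p of 6.83e-06 in the edgeR test. The genes of the GABA-synthesising enzymes kept more of their expression. Gad1 was at 36.0% of its wild-type mean, with a log2 fold change of -1.47 (SE 0.058), and Gad2 was at 38.6%, with a log2 fold change of -1.38 (SE 0.0463). The transcription factor genes Dlx6, Maf, Npas1 and Sp8 had log2 fold changes of -2.55, -1.81, -1.80 and -1.72. The 3 genes that rose were Prox1, Npy and Nkx2-1, with log2 fold changes of 0.96 (SE 0.0989), 0.79 (SE 0.11) and 0.59 (SE 0.114). Nkx2-1 lost significance with the Y-linked covariate, without any 1 of the wild-type replicates and without double knockout replicate 1. Its highest edgeR adjusted p was 0.147, without wild-type replicate 1. Opposite-strand genes overlap Slc32a1, Dlx6, Maf and Prox1, whose counts are uncertain.

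Of the 19 striatal projection neuron genes, 13 were lower and 1 higher. Ebf1 fell from 130.6 ± 2.77 to 44.6 ± 4 CPM, with a log2 fold change of -1.55 (SE 0.0677) and an adjusted p of 1.09e-05 in the edgeR test. Zfp503 fell from 54.6 ± 4.05 to 17.3 ± 1.27 CPM. Drd1, Rxrg, Tac1, Rarb and Penk, with wild-type means from 1.76 to 10.47 CPM, had log2 fold changes from -1.89 to -1.38. Penk lost significance without wild-type replicate 1 or 2, with an edgeR adjusted p of up to 0.0647. Opposite-strand genes overlap Rarb and Penk, whose counts are uncertain. The gene that rose was Isl1, from 61.6 ± 3.25 to 94.6 ± 10.1 CPM, with a log2 fold change of 0.62 (SE 0.0789).

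Among the 20 ventral progenitor genes, 6 were higher and none lower. Besides Gsx1, these were Otx2, Sox9, Gsx2, Gli3 and Ptch1, with log2 fold changes of 1.44, 0.72, 0.64, 0.31 and 0.30. The last 3 lost significance in at least 1 alternative, with highest edgeR adjusted p of 0.0969, 0.169 and 0.108. Gli3 lost it in each of the 6 fits without a library, with the Y-linked covariate and with the GC content and length correction. Gsx2 lost it with the Y-linked covariate and without wild-type replicate 1 or 2. Ptch1 lost it with that covariate, with the GC content and length correction, and without replicate 1 or 2 of either genotype. Opposite-strand genes overlap Otx2 and Gli3, and a same-strand gene also overlaps Otx2. Their counts are uncertain. Mki67, a gene of dividing cells, was at 547.6 ± 57.3 CPM in the wild type and 663.3 ± 108.0 CPM in the double knockout, with an edgeR adjusted p of 0.372. With adjustment over the list alone, 8 of the 15 cortical excitatory genes were lower and 1 was higher. Only 2 were called after adjustment over all tested genes. Neurod2 fell from 202.4 ± 7.48 to 140.0 ± 6.62 CPM, with a log2 fold change of -0.53 (SE 0.0526), and Lhx2 rose from 123.1 ± 16.2 to 189.1 ± 9.82 CPM, with a log2 fold change of 0.62 (SE 0.0913).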

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

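The number of genes that differ depended on the test and on which libraries were used. DESeq2 called 1162 genes (592 higher, 570 lower) and shared 627 with the 634 of the edgeR test. On simulated counts, 25.9% of its calls were false, against 8.91% for edgeR. That was a single draw from edgeR's own dispersions with only large changes, so these shares may not hold for the real data. With Y-linked expression as a covariate 358 genes were called (171 higher, 187 lower), and 352 of them were shared. An adjusted p under 0.01 left 275 genes (126 higher, 149 lower). Adding an absolute log2 fold change of at least 1 left 180 (77 higher, 103 lower). Across the 6 fits that each left out 1 library, 309 to 749 genes were called, 143 to 391 higher and 160 to 358 lower. The highest of these, 749, was without double knockout replicate 3 and exceeded the 634 from all 6 libraries. The cause was not tested for these changes in number, beyond the covariate patterns given under the other observations.

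The other settings called between 615 and 874 genes. Total count scaling gave 390 higher and 256 lower, 60.4% higher against 50% with TMM. Without a filter on low counts 874 were called, of which 620 were shared. The replicate block gave 690, with 560 shared, and the GC content and length correction gave 677 without the block and 841 with it. None of the 634 genes, where tested, was reversed in any of these 16 settings.

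Dlx1 and Dlx2 kept their direction and stayed under the adjusted p threshold in all 16 settings. The 6 sets kept their direction and their side of the threshold in every setting run. The mean of the Notch set ranged from 0.328 to 0.385, that of the oligodendrocyte set from 0.585 to 0.704, and that of the ventral progenitor set from 0.378 to 0.472. The means of the GABAergic, striatal and cortical sets ranged from -1.05 to -0.735, from -0.977 to -0.865 and from -0.270 to -0.215. The limma camera version with the estimated correlation was added after the data had been seen. It gave the highest adjusted p of each set, from 8.10e-05 for the GABAergic set to 0.0345 for the ventral progenitor set. The estimate was under the preset 0.01 for the GABAergic (-0.00812) and cortical (-0.0186) sets, so it does not account for their higher p. For the GABAergic set the adjusted p was 2.08e-115 in limma's camera with the preset correlation and 5.24e-06 in the rotation test fry. The very small p-values thus depend on the preset version of the test. They should not be read as a measure of consistency between embryos. DESeq2 gives no set test, so only the mean was compared there.

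Of 58 other genes selected for naming, 49 kept their call in all 16 settings and 9 lost it in at least 1. These were Lfng, Maml2, Gsx2, Gli3, Ptch1, Nkx2-1, Olig2, Bcas1 and Penk. Of 928 combinations of such a gene and a setting, 889 kept the call. The stricter thresholds were not counted among the 16 settings. Genes with smaller changes, such as Notch1 with a log2 fold change of 0.59, fall short of the fold threshold of 1. Depth limited the folds of genes near 0 in the wild type, such as Evx2, to lower bounds.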

Other observations

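All tests below were set up after a first fit had shown the gene-level results of the genotype comparison. The tests of library size, of the most counted genes, of the residual Dlx1 and Dlx2 counts, of the covariate patterns and of a shared cortical shift were chosen only after the result they bear on was seen. The rule for reading the test of 100 neighbours was also changed after its p was seen.

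The genotype split was compared with other splits of the 6 libraries into 3 and 3. Of the 10 splits, 4 part all 3 same-numbered pairs, and the other 6 part 1 pair only. In the count of genes that differ, the real split was the 1 of those 4 that reached 634, and the other 9 splits gave 0 to 6 genes, with 348 to 1687 at an unadjusted p under 0.05. It was also the 1 of 4 with as large a value for the 62 listed genes, for Dlx1, for Dlx2 and for each of the 6 sets. Every other split mixes the genotypes in both of its groups. A true genotype difference is then reduced in the contrast and adds to the spread within groups. For the targeted genes the outcome was thus fixed by the knockout, with Dlx1 at 2.43 in the real split and 0.619 to 0.740 in the others. With so few splits the share cannot fall under 0.05, so this comparison alone cannot exclude a fortuitous split.

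Several technical explanations of the 634 genes were tested. After the GC content and length correction, 602 of them were still called. The correction shifted the log2 fold changes of the 634 genes by a median of only 0.00545, against a median size of 0.648. The fitted dependence on GC content and length was thus small, and the survival of the calls adds little to that. Total counts did not differ between groups, with an exact two-sided permutation p of 1, where 0.1 is the smallest that 3 against 3 allows. The share of the 10 most counted genes was 6.27% ± 0.392 in the wild type and 5.76% ± 0.0853 in the double knockout, without overlap, and without Rn18s the shares of the other 9 overlapped. Removing those genes left 626 of the 634 called. Sex, inferred from Xist and Y-linked counts and not given in the labels, was unequal between groups. With the Y-linked covariate 352 remained, only just over 50%. That loss was compared with the loss under any covariate that singles out 1 library per genotype. The sex pattern gave 357 calls, and the 8 other patterns gave 350 to 1499, of which 1 was lower. This comparison does not separate sex from other differences between the same libraries. Along the sex pattern itself, 343 genes had an unadjusted p under 0.05 in edgeR, where 1181 were expected, and 6 passed adjustment. The 343 was the lowest number of the 9 patterns, so a broad difference along the sex pattern was not seen. No test here excludes an effect of sex on single genes.

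One of those 9 covariate patterns stood apart. It sets wild-type replicate 1 and double knockout replicates 1 and 2 against the other 3 libraries. Along it 3543 genes had an unadjusted p under 0.05, where 1181 were expected and the 8 other patterns gave 343 to 1159, but only 7 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test. With it in the model, 1499 genes differed between genotypes, including all 634. The pattern was picked as the strongest of 9 on the same counts, so follow-up comparisons made along it were set aside. The labels give no batch, and no biological explanation was tested.

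Dlx1 kept a larger share of its wild-type level than Dlx2 in all 3 double knockout libraries, with a mean ratio of the shares of 6.42 ± 0.562. Wild-type cells or reads in the double knockout libraries would leave equal shares of both genes, so they cannot account for the excess of Dlx1. A candidate explanation is transcription of a part of Dlx1 left in the mutant allele. The 18.6% that remained is a gene total, which does not show which exons the reads came from, so this was left open.

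Evx2, Pax7, Tfap2b, Pax5, Otp, Msx3 and Hmx3 rose from low levels, and tissue from outside the ganglionic eminences was tested as a source. Of 14 midbrain and isthmus marker genes, 0 rose at an adjusted p under 0.05 in edgeR, and 3 at an unadjusted p under 0.05. The 9 that could be tested had a mean log2 fold change of 0.718, with a limma camera p of 0.00461 with the preset correlation and 0.0422 with the estimated one. Tfap2d, also of this set, fell at an unadjusted p of 0.0246 in edgeR. The summed level of the set was 11.2 CPM in the wild type and 10.5 CPM in the double knockout. Tfap2d alone made up 7.57 and 4.78 CPM of these sums, while 7 of the 9 tested genes had positive log2 fold changes. The sum thus does not show the direction of the other markers. For 12 hypothalamic and diencephalic markers the numbers were 0 and 3, with a mean of 0.423 over 7 tested genes and limma camera p of 0.00749 and 0.0512. Their summed level was 75.1 CPM in the wild type and 101.5 CPM in the double knockout. Of 13 hindbrain and spinal cord markers, 0 rose, but none passed the filter on low counts, so this set could not be tested. Its summed levels were 0.121 and 0.198 CPM. Otp was set beside Sim1 and Fezf1 after their values had been seen. In wild-type replicates 1 to 3, Sim1 was at 11.1, 3.95 and 11.8 CPM and Otp followed it at 11.09, 5.27 and 11.96 CPM. In double knockout replicates 1 to 3, Otp was at 121.3, 112.9 and 121.0 CPM. Sim1 was above every wild-type library in replicates 1 and 2, at 20.7 and 16.9 CPM, and below every one in replicate 3, at 2.96 CPM. Fezf1 was at 22.3, 27.1 and 6.04 CPM there. The level of Otp thus did not follow Sim1 and Fezf1 in double knockout replicate 3. Other markers of the set were mixed in that library. Lhx5 was also low, at 8.53 CPM, but Gbx2 was at its highest, at 15.7 CPM, and Tcf7l2 stayed at 39.8 CPM. The comparison therefore does not show that outside tissue was lacking from that library. A contribution of outside tissue to some of the increases was left open, as was a loss of repression in the absence of Dlx1 and Dlx2.

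Evx2 lies on the chromosome of Dlx1 and Dlx2, 28 tested genes away in the order of GENCODE M21. Among the 50 tested genes on each side of Dlx1 and Dlx2, 6 of 100 differed (6%), against 2.69% of the other tested genes, with a two-sided Fisher exact p of 0.0539. They were Lrp2, Gad1, Metap1d, Platr26, Itga6 and Evx2, of which Gad1 fell and the other 5 rose. The nearest tested genes stood out when their values were seen. Of the nearest 2 on each side, 3 of 4 rose, which was not tested because the window was chosen from these values. Metap1d had a log2 fold change of 0.68 (SE 0.0761) and Itga6 one of 0.59 (SE 0.0712). Platr26 had 0 reads in every wild-type library and 28 to 34 in the double knockout libraries, at least 9.31-fold higher at 0.477 ± 0.0642 CPM. Strain variants linked to the mutant allele, or a local effect of the targeted sequence on its neighbours, may explain these changes, but gene totals cannot tell either apart from a response to the loss of the proteins.

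The increase of the Notch set could come from more dividing progenitors in the double knockout tissue. The 18 cycling cell genes had a mean log2 fold change of 0.0991, under 50% of the 0.357 of the Notch set. All 18 were positive, but 0 passed an adjusted p of 0.05 in edgeR and 1 an unadjusted p of 0.05. Double knockout replicate 3 had the highest level of all libraries for each of the 18, so their shared sign rests in part on that library. In double knockout replicates 1 and 2, Rrm2 was at 161.5 and 161.6 CPM, below its wild-type mean of 175.1 CPM. Others, such as Cenpf at 241.3 and 241.1 CPM against 223.9 CPM, were above it. Without double knockout replicate 3 the mean of the Notch set was 0.328. The limma camera p was 0.0343 with the preset correlation and 0.606 with the estimated one, which was 0.928 for these genes. Mki67 and Top2a, counted with the ventral progenitor set and not among the 18, had log2 fold changes of 0.28 and 0.07, with unadjusted p of 0.0491 and 0.505 in edgeR. The rise of Mki67 was larger than that of any of the 18. A larger cycling fraction could account for part of the increase, but the 18 genes rose by less than the Notch set. The ventral progenitor set was higher by 0.434, but by 0.238 without Gsx1 and Otx2, with a median of 0.265. The Notch set had a median of 0.355, and a mean of 0.318 without its most changed gene Dlk1. A larger share of progenitors could account for part of the Notch increase, which was not resolved further.

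The cortical excitatory set was lower, and less cortical tissue in the double knockout dissections would shift its genes together. A single shift of -0.264 lay within 2 SE of 12 of the 15 genes. Lhx2, Neurod2 and Emx2 lay outside. A smaller amount of cortical tissue remains a possible explanation for most of the set, and the test has no means to separate it from a change within cells.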
